A study of Homo sapiens with 12 samples. Its data were reported in "Mutant p53 gains oncogenic functions through a chromosomal instability-induced cytosolic DNA response" (2024).

How the data were processed

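Total RNA of UM-SCC-1 cells, an oral squamous carcinoma line that lacks p53, was sequenced in 12 libraries. The labels give 4 groups of 3 libraries. Each group carried the retroviral vector pBabe, empty or with R273H mutant p53, together with the lentiviral vector pLVX, empty or with MCM5. The groups are named pBabe_PLVX, pBabe_MCM5, R273H_PLVX and R273H_MCM5 after their labels. The study describes stable cells from pools and triplicate RNA. The 3 libraries of a group were treated as samples of 1 pool, in which case the spread between them does not cover differences between independent transductions.

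The deposited files hold raw read counts per gene symbol, 1 file per library, with no normalization. According to the methods, the authors aligned the reads to GRCh38, sorted the alignments and counted reads in exons with HTSeq. Either TopHat or STAR made the alignments, and which of them was used for these libraries is not stated. The annotation release and the strand setting are not stated either. Each file held 56269 genes and 5 summary lines of HTSeq, which were removed. The files do not separate reads of an introduced cDNA from reads of the cell's own gene.

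Genes with more than 5 reads in at least 1 of the 12 libraries were kept, which left 20232. Counts were scaled by TMM factors and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Each 2-group comparison was fitted to its own 6 libraries. The interaction of R273H and MCM5 was fitted to all 12. It is the log2 change from PLVX to MCM5 in R273H cells less the same change in pBabe cells. Genes with a Benjamini-Hochberg adjusted p of 0.1 or less were called changed, the threshold of the study. Standard errors of log2 fold changes were taken as the size of the change divided by the square root of F. The adjusted p of a named gene is over all 20232 genes. Expression per library is given as CPM, the TMM-scaled read count relative to the library total, and log2 CPM used a prior count of 2.

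3 gene lists were tested by preranked enrichment with fgsea 1.28.0, with 10000 gene permutations and a fixed seed, on the signed square root of F. They were the interferon alpha response (97 genes) and a partial list of the interferon gamma response (177 genes, of which 175 passed the filter). The third was a list of 30 NF-κB targets written from general knowledge (28 passed). The gamma list is not the full set that the study used, so its tests cover the listed genes only. Normalized enrichment scores (NES) had their p-values adjusted over 15 tests, with a threshold of 0.05. The smallest adjusted p among these 15 tests was 0.000465, and the smallest that permutations can give varies with the list, the ranking and the number of tests. Gene permutation treats genes as independent, so limma's camera, which allows for correlation between genes, was run as an alternative. It used its preset correlation, not one estimated from these data, so it may not cover the dependence of co-regulated genes. The score of a list in a library was the mean log2 CPM of its genes. Scores of 2 groups were compared by a two-sided exact permutation test, which cannot give a p below 0.1 with 3 libraries against 3.

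Named genes were chosen by a rule. It took MCM5, 13 genes chosen beforehand around the signaling the study describes (MCM subunits, CGAS, STING1, TBK1, IRF3 and NF-κB genes), 7 interferon-induced genes and IFNB1, whatever their values. A pair of further genes that the rule names is not reported here. It added the 3 largest rises and the 3 largest falls of each comparison among changed genes with a mean of at least 100 counts and no overlap between the groups. Positions are from GENCODE release 44 on GRCh38. Of the tested genes, 80.3% were matched to a current gene by symbol or synonym. GC content and transcript length came from the same release.

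The alternatives were DESeq2 size factors, library totals alone, 2 other low-count filters, DESeq2's Wald test (DESeq2 1.42.0), limma 3.58.1 on variance-stabilised values, and the replicate number as a block. Others were a fit of all 12 libraries, an adjusted p of 0.05, a log2 change of at least 1, other rankings for the lists, and leaving out each library in turn. The groups, tests, named-gene rule and alternatives were fixed before the data were examined. Whether libraries with the same replicate number share more than others was checked by the mean correlation of their residuals. No library was removed or moved to another group. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

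The steps were tested on simulated data with 200 changed genes. The planted log2 changes were at least 1 in size, in well-expressed genes, with the same spread for every gene. The shares recovered therefore do not describe smaller changes. At a spread like that between the pBabe libraries, the 3-against-3 test recovered 100% of them with a false share of 6.1% among the calls, and the interaction test recovered 93.5% with a false share of 10.1%. In simulations added after the results were seen, the 3-against-3 test recovered 16% at a biological coefficient of variation near the 0.465 of R273H_MCM5 against R273H_PLVX, and the interaction test recovered 20.5% near its own 0.32. These gave the high spread to all libraries. In the data both coefficients dropped to 0.123 without R273H_MCM5 replicate 2. Library totals ran from 20614071 to 44644230 counts. Reads carry no molecular identifiers, so counting errors and the floor of 3 counts cover counting error only.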

Results

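The data were RNA-seq read counts of UM-SCC-1 cells, an oral squamous carcinoma line without p53. The 12 libraries fell into 4 groups of 3 by 2 vectors, 1 for p53 and 1 for MCM5, a subunit of the replicative helicase. The cells were untreated. Reads counted in genes totalled 23611698, 27819800 and 24141112 in pBabe_MCM5 replicates 1 to 3. They totalled 22724555, 21944805 and 23813419 in pBabe_PLVX and 20614071, 22482757 and 23541244 in R273H_PLVX. The R273H_MCM5 libraries held 24075433, 44644230 and 22860834 reads.

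R273H_MCM5 replicate 2 had the most reads and the fewest genes. It detected 16221 genes, and 15914 would be expected from it at the smallest library total. The other 11 libraries would give from 20681 to 22991 genes at that depth. Its mean correlation of log2 CPM with the other 2 libraries of its group was 0.920, against 0.985 to 0.988 within the other 3 groups. In a principal component analysis of all libraries the first component took 47.4% of the variance and placed this library at 208.1, while the other 11 lay between -53.22 and 19.8. Without it, the first component took 49.5% and parted R273H from pBabe libraries. The biological coefficient of variation was 0.465 and 0.458 in the 2 comparisons of 6 libraries that hold it, and 0.122 and 0.123 in the other 2.

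**Figure D1:**
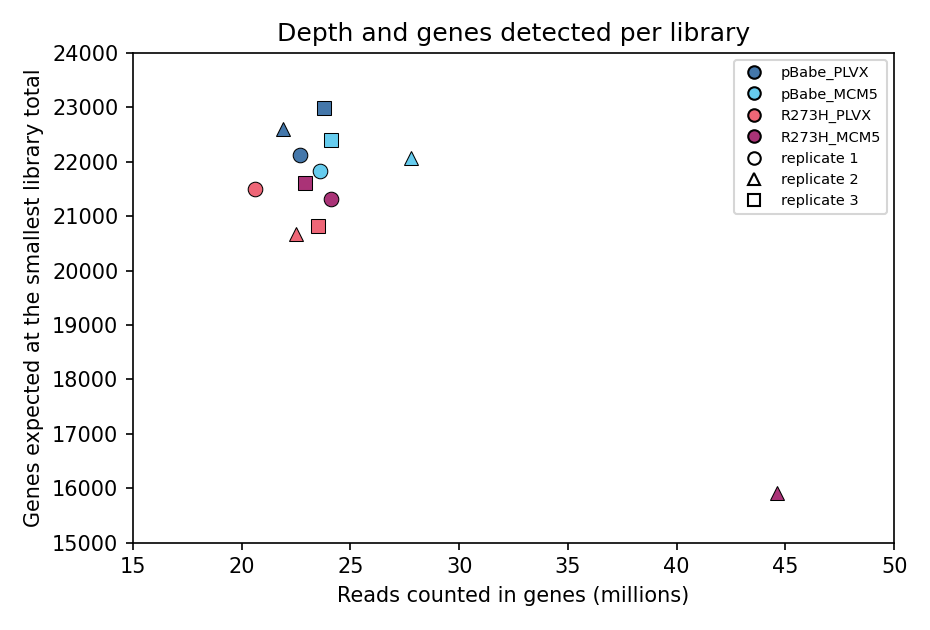
Each point is a library, with reads counted in genes on the x axis and the number of genes expected at the smallest library total on the y axis; colour gives the label and shape the replicate. R273H_MCM5 replicate 2 sits at 44644230 reads and 15914 genes, and the other 11 lie between 20681 and 22991 genes.

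MCM5 (GRCh38 chromosome 22, 35400134 to 35425431) was counted first in every library, because the vector carries it. The libraries labelled pBabe_PLVX held 7503, 7542 and 8450 MCM5 reads and those labelled pBabe_MCM5 held 30109, 35904 and 25299. The libraries labelled R273H_PLVX, with the empty vector, held 103509, 87382 and 108543 reads. Those labelled R273H_MCM5 held 6461, 4290 and 5815. Mean expression was 318 ± 10.9 CPM (SD, n = 3) in pBabe_PLVX, 1180 ± 157 in pBabe_MCM5, 4780 ± 646 in R273H_PLVX and 214 ± 98.9 in R273H_MCM5. In the R273H libraries the MCM5 counts therefore ran against the labels. Groups are used as labelled throughout, and every direction that involves an R273H group carries this limit.

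**Figure D2:**
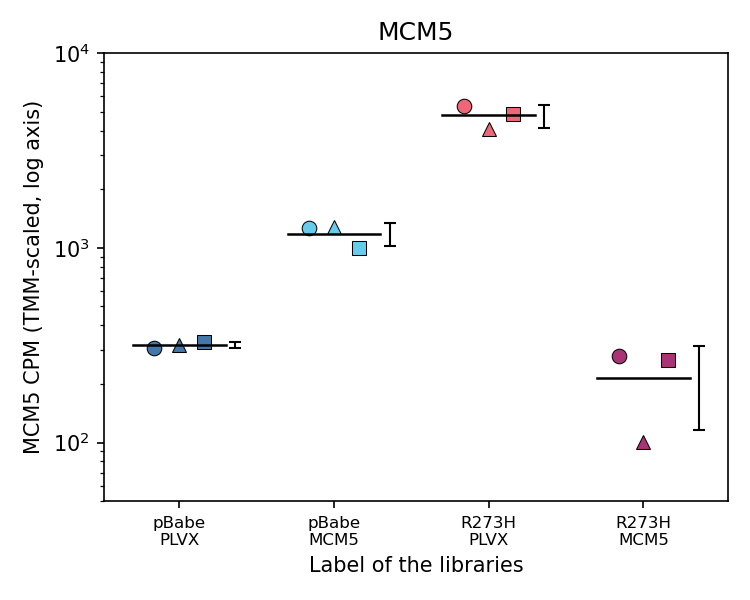
MCM5 in CPM on a log axis, by the label of the libraries; points are the 3 libraries of a group (circle, triangle and square for replicates 1, 2 and 3), lines are group means and bars are ± 1 SD. MCM5 averages 4780 CPM in libraries labelled R273H_PLVX and 214 CPM in those labelled R273H_MCM5, against 318 CPM in pBabe_PLVX and 1180 CPM in pBabe_MCM5.

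The first comparison, libraries labelled R273H_PLVX against pBabe_PLVX, asks what R273H mutant p53 changes in cells with the empty MCM5 vector. Of 20232 genes, 7384 changed, 3691 higher and 3693 lower. MCM5 rose by 3.91 ± 0.111 (log2, SE, adjusted p 1.91e-10), so the 2 groups differ in MCM5 as well as in the p53 vector. With the replicate number as a block the count was 6583. Residuals of same-numbered libraries had a mean correlation of -0.0152, which gives no sign that the numbers pair libraries. The alternative that moved the count most was a log2 change of at least 1, which left 2348 genes. Scaling by library totals alone gave 2162 higher and 6003 lower, and moved the median log2 change of all genes from -0.05 to -0.24.

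The largest rises of the first comparison were ZFP82 (chromosome 19, 36383120 to 36418644) at 6.54 ± 0.201, C15orf48 (chromosome 15, 45430579 to 45448761) at 5.36 ± 0.373 and ZNF736 (chromosome 7, 64307459 to 64356634) at 4.88 ± 0.233. The largest falls were in 2 keratin genes and a serpin. KRT5 (chromosome 12, 52514575 to 52520530) had 15694 to 24615 reads in pBabe_PLVX and 21 to 36 in R273H_PLVX, a log2 change of -9.25 ± 0.217. KRT13 (chromosome 17, 41500981 to 41505705) had at most 1 read in each R273H_PLVX library and was at least 292-fold lower. SERPINB13 (chromosome 18, 63586989 to 63604639) had at most 2 reads there and was at least 83-fold lower. Each of these 6 genes had an adjusted p of 3.34e-07 or less.

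The 13 genes chosen around MCM, cGAS, STING and NF-κB signaling were read in the same comparison. CGAS (MB21D1 in the files) rose by 1.08 ± 0.0912 (adjusted p 2.04e-06) and STING1 (TMEM173 in the files) by 0.72 ± 0.113 (adjusted p 0.000359). NFKB2 rose by 0.98 ± 0.103, RELB by 0.49 ± 0.162, NFKB1 by 0.49 ± 0.095 and RELA by 0.37 ± 0.0919, each with an adjusted p of 0.0389 or less. The rises of RELA and RELB did not pass the threshold under scaling by library totals alone. TBK1 at 0.04 and IRF3 at 0.01 changed by less than their standard errors, and turned to -0.15 and -0.18 under library totals. Of the other MCM subunits, MCM3 fell by 0.45, MCM6 by 0.47 and MCM4 by 0.23, MCM7 rose by 0.22, and MCM2 at -0.03 did not pass the threshold. MCM4 and MCM7 did not pass with the block. Under library totals MCM7 did not pass (0.0229, adjusted p 0.879) and MCM2 did (-0.226, adjusted p 0.0631). All 7 interferon-induced genes read rose, from 0.52 for IFIT3 to 2.64 ± 0.0989 for MX1 (adjusted p 1.39e-09). IFNB1 had from 1 to 4 reads in the R273H_PLVX libraries and 1 to 2 in the pBabe_PLVX libraries and was not tested.

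The interferon alpha set rose in R273H_PLVX, with an NES of 2.72 (adjusted p 0.000465, the smallest of the 15 tests) and 82 of 97 genes higher. Adjusted over all genes, 59 of its genes rose and 5 fell, and 67 passed when adjusted over the list alone. The interferon gamma set had an NES of 2.68 with 128 of 175 genes higher, and the NF-κB list an NES of 2.42 with 26 of 28 higher, both at the same adjusted p. Blocked by replicate number, where same-numbered residuals correlated at -0.0152, the NES were 2.78, 2.68 and 2.42. These groups differ in MCM5 as well as in the p53 vector. In pBabe_MCM5 against pBabe_PLVX the interferon sets also rose (NES 3.03 and 2.82), and the NF-κB list did not (-1.33). The rise of the interferon sets here therefore cannot be assigned to R273H alone.

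The second comparison, pBabe_MCM5 against pBabe_PLVX, asks what MCM5 changes without mutant p53. In it 845 genes changed, 533 higher and 312 lower. MCM5 itself rose by 1.87 ± 0.112 (adjusted p 1.8e-07). The replicate block gave 1454 genes, with same-numbered residuals correlated at 0.00349. Among the alternatives, leaving out pBabe_MCM5 replicate 1 gave the highest count, 1985, and a fit of all 12 libraries gave the lowest, 52. Library totals alone gave 367 higher and 452 lower, so which direction held more genes depended on the scaling. Besides MCM5, the largest rises were S100A8 (chromosome 1, 153390032 to 153391073) at 2.63 ± 0.352 and S100A9 (chromosome 1, 153357854 to 153361023) at 1.85 ± 0.225. The largest falls were CSF3 (chromosome 17, 40015361 to 40017813) at -2.99 ± 0.134, MMP1 (chromosome 11, 102789401 to 102798160) at -2.19 ± 0.177 and DOCK4 (chromosome 7, 111726110 to 112206407) at -1.99 ± 0.181. Each of these 5 had an adjusted p of 0.000599 or less.

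The same 13 genes ranged in this comparison from -0.21 for RELB to 0.17 for MCM6, with adjusted p-values of 0.425 or more. CGAS and STING1 changed by less than 0.01 in size, and their signs turned with the scaling. Of the 7 interferon-induced genes all rose and 5 passed the threshold, with CXCL10 at 2.31 ± 0.254 (adjusted p 0.000124) and MX1 at 0.84 ± 0.103 (adjusted p 0.000257). ISG15 and IRF7 did not pass (adjusted p 0.126 and 0.102), nor did they under library totals (0.197 and 0.19). Both passed with the replicate block (adjusted p 0.00265 and 0.0384) and with the Wald test (0.0787 and 0.0867). The interferon alpha set had an NES of 3.03, with 82 of 97 genes higher, 28 of them changed and none changed lower. The interferon gamma set had an NES of 2.82 with 135 of 175 genes higher. Both had an adjusted p of 0.000465. The NF-κB list had an NES of -1.33 (adjusted p 0.138). With the block the NES were 2.94, 2.74 and -1.45, and the residual correlation of same-numbered libraries was 0.00349.

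The third comparison, libraries labelled R273H_MCM5 against R273H_PLVX, asks what MCM5 changes in cells with mutant p53. No gene passed the adjusted threshold, and 406 of 20232 had an unadjusted edgeR p under 0.05. The count was 0 with the replicate block as well, where same-numbered residuals correlated at -0.0978. Leaving out R273H_MCM5 replicate 2 gave 18 genes, 5 higher and 13 lower. MCM5 was lower in the libraries labelled R273H_MCM5, at -4.48 ± 0.445 (adjusted p 0.348), and at -4.14 (adjusted p 9.64e-08) without replicate 2. The interferon alpha set had an NES of -2.97 (adjusted p 0.000515) with 20 of 97 genes higher, and the interferon gamma set an NES of -2.61 (adjusted p 0.00055) with 55 of 175 higher. The NF-κB list had an NES of -1.17 (adjusted p 0.258). With the block these were -2.80, -2.54 and -1.38. These directions are those of the labels, which the MCM5 counts contradict.

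The fourth comparison, libraries labelled R273H_MCM5 against pBabe_MCM5, asks what mutant p53 changes in cells with the MCM5 vector. In it 918 genes changed, 315 higher and 603 lower. The replicate block gave 228, with same-numbered residuals correlated at -0.0412, and leaving out R273H_MCM5 replicate 2 gave 5701. Of the 918, 853 had also changed in the first comparison, 848 of them in the same direction. MCM5 was lower in R273H_MCM5 by a log2 change of -2.47 ± 0.404 (adjusted p 0.0263), or -2.59 (adjusted p 0.101) with the block. The largest rises were L3MBTL4 (chromosome 18, 5954706 to 6415237) at 6.15 ± 0.371, IL6 (chromosome 7, 22725884 to 22732002) at 5.28 ± 0.422 and ZFP82 at 4.71 ± 0.383. L3MBTL4 had only 2 to 4 reads in the pBabe_MCM5 libraries. KRT13 was at least 1227-fold lower, ADAMTS15 (chromosome 11, 130448645 to 130476645) at least 171-fold lower and SERPINB13 at least 165-fold lower, with at most 2 reads in any R273H_MCM5 library. The NF-κB list had an NES of 2.65 (adjusted p 0.000465; 22 of 28 genes higher), or 2.73 with the block. The interferon gamma set had an NES of 1.31 (adjusted p 0.0427) that turned to -1.10 with the block, and the interferon alpha set had -0.96 (adjusted p 0.535), or -1.05 with the block.

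The interaction asks whether the change with the MCM5 label differed between R273H and pBabe cells. In it 78 of 20232 genes passed, 27 higher and 51 lower, and with the replicate block 9 passed, where same-numbered residuals correlated between -0.0978 and 0.00349 in the 4 comparisons. MCM5 had the lowest value, -6.37 ± 0.463 (adjusted p 0.000289), or -6.42 with the block. The other falls were IGF2 (chromosome 11, 2129112 to 2158391) at -2.37 ± 0.316 and LCN2 (chromosome 9, 128149071 to 128153453) at -2.30 ± 0.422. IGF2 had 796 to 2258 reads in pBabe and 3 to 9 in R273H libraries, so its change within R273H cells rests on few reads. The rises were ZNF518B (chromosome 4, 10439880 to 10457426) at 4.09 ± 0.556, NAV3 (chromosome 12, 77324641 to 78213010) at 2.71 ± 0.397 and RP11-64D22.5, not placed by symbol, at 2.53 ± 0.39. ZNF518B had 1 to 2 reads in each R273H_PLVX library, below the floor of 3 counts, so the size of its value is not measurable at this depth. The interferon alpha set had an NES of -3.22 and the interferon gamma set of -2.89, both at an adjusted p of 0.000465, with 15 of 97 and 41 of 175 genes higher. With the block they were -3.19 and -2.90. The NF-κB list had an NES of 1.27 (adjusted p 0.173), or 1.30 with the block.

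Scores per library showed the same lists without ranking genes. The interferon alpha score was 4.76 ± 0.0391 (mean log2 CPM, SD, n = 3) in pBabe_PLVX, 5.11 ± 0.0679 in pBabe_MCM5, 5.34 ± 0.024 in R273H_PLVX and 4.85 ± 0.352 in R273H_MCM5. Its difference from pBabe_PLVX was 0.58 in R273H_PLVX and 0.35 in pBabe_MCM5, and from R273H_PLVX it was -0.49 in R273H_MCM5. Each had an exact permutation p of 0.1, the smallest possible, and 0.15 after adjustment over 12 tests. Between R273H_MCM5 and pBabe_MCM5 the difference was -0.26 (exact p 0.3). R273H_MCM5 replicate 2 scored 4.4461, while replicates 1 and 3 (5.0735 and 5.038) lay within the pBabe_MCM5 range of 5.0366 to 5.1699. The interferon gamma scores were 4.40 ± 0.0431, 4.66 ± 0.0559, 4.77 ± 0.0276 and 4.41 ± 0.327 in the same order. The NF-κB scores were 4.64 ± 0.0646, 4.58 ± 0.0368, 5.65 ± 0.0295 and 5.35 ± 0.472.

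**Figure D3:**
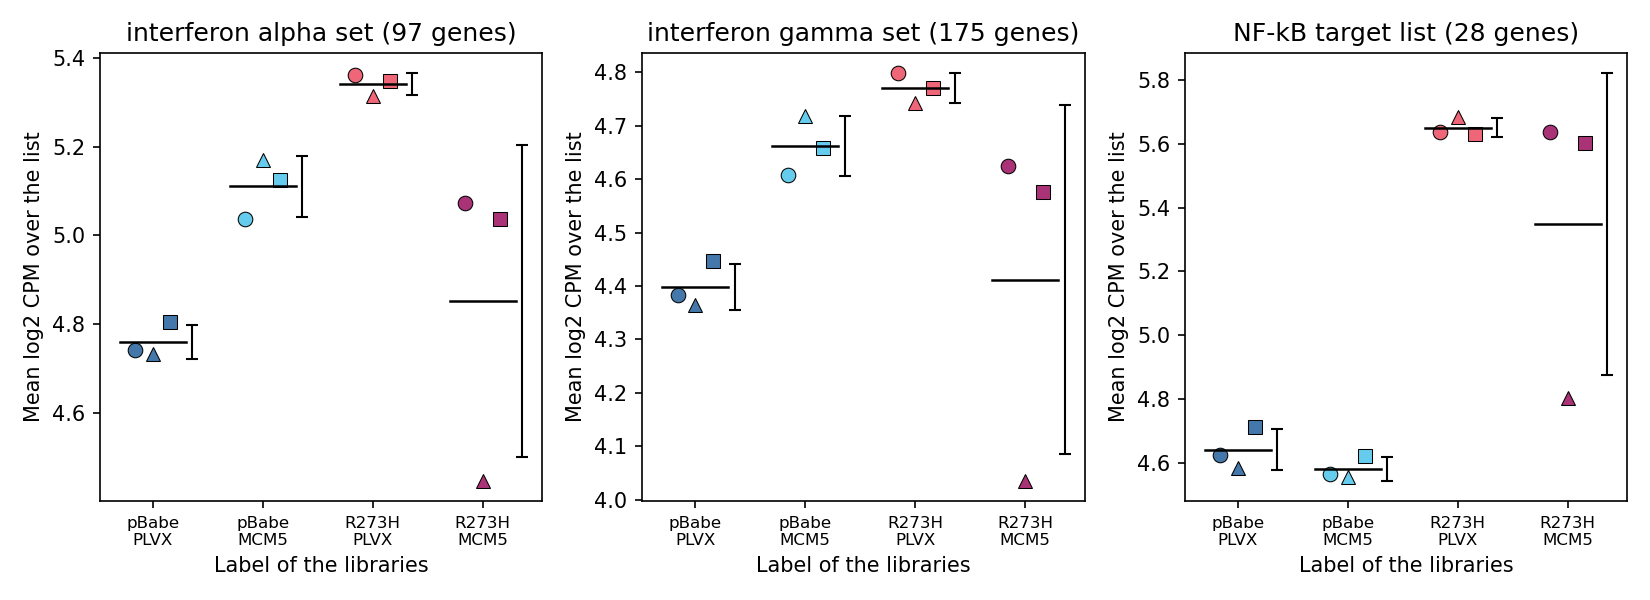
Scores of the 3 lists (mean log2 CPM over the genes of a list) by the label of the libraries; points are the 3 libraries of a group (circle, triangle and square for replicates 1, 2 and 3), lines are group means and bars are ± 1 SD. The interferon alpha score averages 5.34 in R273H_PLVX and 4.76 in pBabe_PLVX, and the NF-κB score averages 5.65 and 5.35 in the R273H groups against 4.64 and 4.58 in the pBabe groups.

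Chromosome medians were measured after the first comparison had been seen. They are medians of the log2 changes of well-expressed genes, less the median of all 9539 such genes placed on chromosomes. In R273H_PLVX against pBabe_PLVX chromosome 14 had a median of -0.43 over 310 genes, of which 81.6% were lower, against 41.1% of the other genes. Chromosome 15 had -0.22 and chromosome 4 had -0.21. In R273H_MCM5 replicates 1 and 3 against pBabe_MCM5, which share no library with the first comparison, these medians were -0.38, -0.26 and -0.14. Not every chromosome repeated. Chromosome 13 had -0.161 in the first comparison and 0.0043 in this one, and chromosome X had 0.166 and 0.0703. No chromosome median was larger in size than 0.13 in pBabe_MCM5 against pBabe_PLVX.

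**Figure D4:**
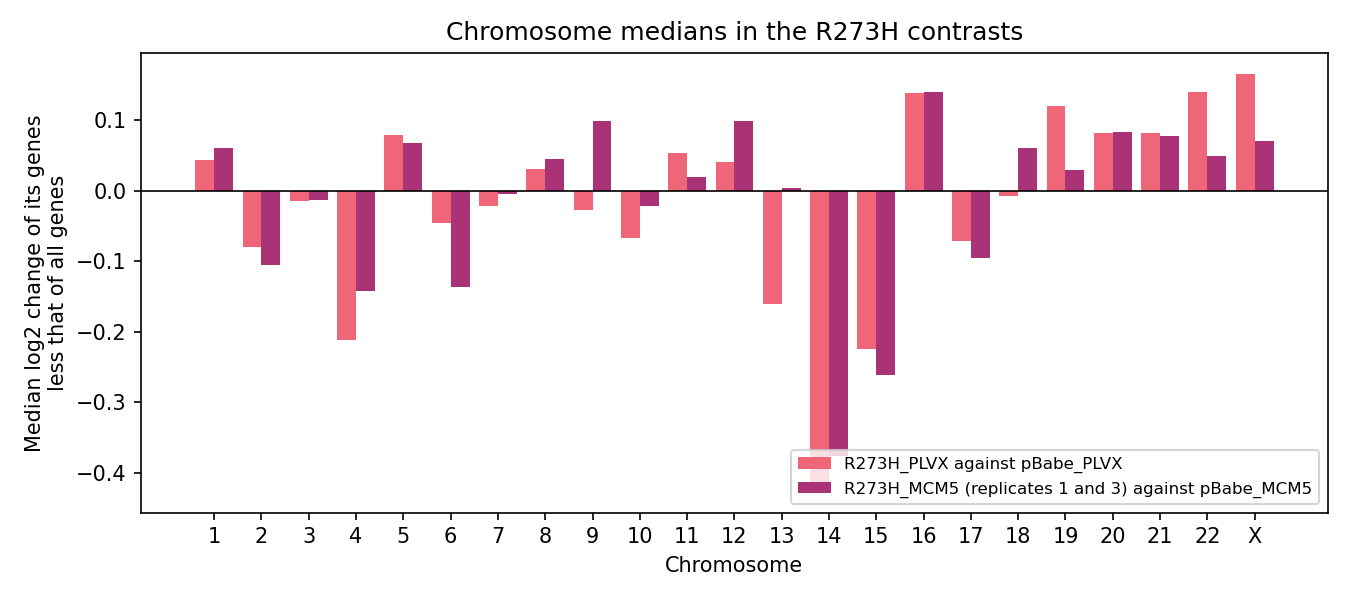
Bars give the median log2 change of the genes of each chromosome less that of all genes, in R273H_PLVX against pBabe_PLVX and in R273H_MCM5 replicates 1 and 3 against pBabe_MCM5. Chromosome 14 is lowest in both, at -0.43 and -0.38.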

Values the study reported

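In the methods the study drops genes with 5 or fewer reads in all samples and calls genes at a false-discovery rate of 0.1 by a 2-sample t-test on DESeq values. Its enrichment analyses keep Hallmark pathways with a q-value below 25%. The heat map of the interferon alpha response holds 97 genes and that of the interferon gamma response 200 genes. Their caption describes UM-SCC-1 lines with hydroxyurea, a condition that the labels of the libraries here do not name. The text states that R273H raised interferon pathway genes in UM-SCC-1 cells, that MCM5 raised them in the absence of mutant p53, and that MCM5 lowered many of those induced by mutant p53.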

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

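The tests of exchanged labels, of a single mixed-up library and of the low-complexity library were chosen after the results they bear on had been seen, and the rule for reading the correlation between the MCM5 contrasts was made stricter after its values were seen. The tests of neighbouring genes, of GC content and of other splits were written first.

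The change with the MCM5 label differed between R273H and pBabe cells in 78 genes by the interaction test. Swapping labels within same-numbered pairs makes 32 splits of the 12 libraries, and 1 of 32, the real one, gave as many genes, with 12 in the next. The interaction was -6.37 for MCM5, -1.12 for IFIT1, -1.25 for MX1, -1.34 for OAS1 and -3.14 for CXCL10, all on the log2 scale. It was 4.09 for ZNF518B, 2.71 for NAV3, 2.53 for RP11-64D22.5, -2.37 for IGF2 and -2.30 for LCN2. With the replicate block IFIT1, MX1, OAS1, CXCL10, NAV3, RP11-64D22.5 and LCN2 did not pass the threshold (adjusted p 0.125 to 0.25). IFIT1 did not pass with DESeq2 size factors (adjusted p 0.132) or library totals (0.118), nor did OAS1 with library totals (0.13). The interferon alpha set had an NES of -3.22 and the interferon gamma set one of -2.89. ZNF518B and IGF2 rest on few reads in R273H cells, with 1 to 2 and 8 to 9 reads in the R273H_PLVX libraries.

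MCM5 counts in the R273H libraries ran against the labels. The lowest MCM5 level in a library labelled R273H_PLVX was 14.6 times the highest in a library labelled R273H_MCM5, so all 6 libraries take part and a single mixed-up library is not enough. A gain of the MCM5 region in the R273H_PLVX cells was tested on 18 genes within 2 Mb. Their median change between the groups was 0.0798, and the highest was 0.235, so the neighbours rose far less than MCM5. In R273H_PLVX against pBabe_PLVX their median was 0.175, beside 3.91 for MCM5.

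An exchange of the R273H_PLVX and R273H_MCM5 labels was tested on the other genes. If it had happened and MCM5 acted alike in both backgrounds, the change with the MCM5 label in R273H cells would mirror that in pBabe cells. Whether MCM5 acts alike in both was not tested. Across 12171 genes other than MCM5 the 2 changes had a Pearson r of -0.293 and a Spearman rho of -0.435 without R273H_MCM5 replicate 2, and 75.5% of 738 genes changed in pBabe cells had the opposite sign. Genes are not independent replicates, so other splits of the libraries were compared by the r between differences in mean log2 CPM. By that measure the real r was -0.273, and 33 of 100 pairs of splits gave one as large in size, up to 0.55. Under 8 settings of this measure, tried afterwards, the real r ran from -0.447 to -0.241, and 13 to 37 of 100 pairs were as large. The sign is the one an exchange predicts under that assumption. Opposite effects of MCM5 in the 2 backgrounds would give it too, but only if the MCM5 label meant more MCM5 in R273H cells. The counts argue against that. MCM5 averaged 214 ± 98.9 CPM (SD, n = 3) in R273H_MCM5, below the 318 ± 10.9 of pBabe_PLVX, and 4780 ± 646 in R273H_PLVX. The size of r is within what other splits give. Those splits keep part of the real contrast, so this comparison cannot tell an exchange from chance. The MCM5 counts cannot be told apart from an exchange of labels, and reads of the vector, which the files do not separate, would be needed to decide. No batch is given in the labels.

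The opposite changes of the interferon sets were weighed against the low-complexity library, GC content and the labels. Without R273H_MCM5 replicate 2 the interferon alpha NES of the interaction was -3.226. With GC content and transcript length regressed out of the ranking it was -2.88 (adjusted p 0.000271). Neither removes the difference. The interferon alpha score of libraries labelled R273H_PLVX exceeded that of R273H_MCM5 by 0.489, or by 0.286 without R273H_MCM5 replicate 2, so that library enlarges the gap. With the labels exchanged, this difference would change sign by construction and MCM5 would go with a higher score in both backgrounds, by 0.489 (0.286 without that library) and 0.351. The opposite directions of this score in R273H and pBabe cells can therefore not be told apart from exchanged labels. By measured MCM5, whatever the labels, the group with more MCM5 had the higher score in both backgrounds. Refitted with the R273H labels exchanged, the interaction gave 6 genes, fewer than the 12 of the next split, and 2 of them were among the 78. ZNF518B turned to -3.9 (adjusted p 0.0711), and MCM5 (2.59, adjusted p 0.148) and the other 8 genes listed above did not pass (adjusted p 0.931 or more). The interferon alpha set had an NES of -1.39 (adjusted p 0.0404) and the gamma set one of -1.58 (adjusted p 0.0057). Both were smaller in size than as labelled. The NES of the NF-κB list rose from 1.27 as labelled to 1.61 with the exchange (adjusted p 0.0248). These p-values were adjusted over the lists of this refit alone, so they are not comparable with those of the main tests. The refit kept R273H_MCM5 replicate 2. What an exchange leaves in the interferon alpha set has no settled direction. Its negative NES points to a smaller rise with MCM5 in R273H cells. The scores with all libraries point the other way (0.489 in R273H against 0.351 in pBabe cells). Without replicate 2 they go with the NES (0.286 against 0.351). A dependence of the MCM5 effect on mutant p53 remains a hypothesis, and its size rests on the labels.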

How the results depend on the processing

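The alternatives were fixed before the data were examined, with their own list for gene counts, for gene sets and for MCM5. A fit of all libraries but R273H_MCM5 replicate 2 was chosen after seeing the data.

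For R273H_PLVX against pBabe_PLVX, 7384 genes became 2394 in the fit of all 12 libraries and 2348 with a log2 change of at least 1. For pBabe_MCM5 against pBabe_PLVX, 845 became 1518 without a low-count filter, 412 with limma on variance-stabilised values, 1454 with the replicate block, 52 in the fit of all 12 libraries, 516 at an adjusted p of 0.05 and 199 with a log2 change of at least 1. For R273H_MCM5 against R273H_PLVX, 0 became 1 without a filter, 1 with DESeq2's Wald test and 3 in the fit of all 12 libraries, beside 406 genes at an unadjusted p under 0.05. For R273H_MCM5 against pBabe_MCM5, 918 became 1840 with the Wald test, 1387 with limma, 228 with the block, 3427 in the fit of all 12 libraries and 543 at 0.05. The interaction count of 78 became 274 with the Wald test, 9 with the block and 40 at 0.05. An adjusted p of 0.05 and a log2 change of at least 1 are stricter thresholds on the same values. In a fit of all libraries but R273H_MCM5 replicate 2, R273H_PLVX against pBabe_PLVX gave 7623 genes and pBabe_MCM5 against pBabe_PLVX gave 864, so that library accounts for the drops to 2394 and 52. The same fit gave 69 and 5890 genes in R273H_MCM5 against R273H_PLVX and against pBabe_MCM5. For the other changes the cause was not tested. Same-numbered residuals correlated between -0.0978 and 0.00349, so the block has no measured pairing behind it.

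Across the fits of the compared groups that each left out 1 library, counts ran from 5441 to 7534 for R273H_PLVX against pBabe_PLVX and from 334 to 1985 for pBabe_MCM5 against pBabe_PLVX. They ran from 0 to 18 for R273H_MCM5 against R273H_PLVX, from 224 to 5701 for R273H_MCM5 against pBabe_MCM5 and from 5 to 786 for the interaction over 12 fits. The highest of the last 3 came without R273H_MCM5 replicate 2, where the biological coefficient of variation dropped from 0.465, 0.458 and 0.32 to 0.123, 0.124 and 0.123. That library therefore limits what the comparisons that hold it can detect. Of the genes called with all libraries, 4737 of 7384, 275 of 845, 211 of 918 and 5 of 78 were called in every such fit.

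Scaling by library totals alone lowered the share of changed genes that rose from 50% to 26.5% in the first comparison and from 63.1% to 44.8% in the second, and raised it from 34.6% to 47.8% in the interaction. It moved the median of all genes in the first comparison from -0.05 to -0.24, and the cause was not tested. In R273H_MCM5 against pBabe_MCM5 the share was 34.3% and 28.7%.

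The interferon alpha and gamma sets kept their direction and an adjusted p under 0.05 with both other rankings, camera, library totals, filterByExpr, the block and each library left out, in R273H_PLVX against pBabe_PLVX, pBabe_MCM5 against pBabe_PLVX, R273H_MCM5 against R273H_PLVX and the interaction, and the NF-κB list did so in both comparisons of R273H with pBabe. The NES of the interferon alpha set ran in that order from 2.015 to 2.997, from 2.035 to 3.377, from -3.267 to -1.775 and from -3.343 to -2.171. The NF-κB list passed the threshold in pBabe_MCM5 against pBabe_PLVX under library totals (-1.572, adjusted p 0.0292) and without pBabe_MCM5 replicate 3 or pBabe_PLVX replicate 2 (adjusted p 0.0401 and 0.0421), and ran from -1.552 to -1.181 over the fits without 1 library. Its adjusted p over these alternatives ran from 0.0292 to 0.896. In R273H_MCM5 against R273H_PLVX library totals turned it to 1.023. In the interaction camera turned it (adjusted p 0.657), and it ran from -1.234 to 1.377 without 1 library.

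In R273H_MCM5 against pBabe_MCM5 the direction of the interferon sets depended on the setting. The alpha set turned upward by camera (adjusted p 0.971) and without R273H_MCM5 replicate 2 (1.187, adjusted p 0.141), and ran from -1.078 to -0.9056 in the other 5 fits without 1 library. Its adjusted p ran from 0.141 to 0.988. The gamma set turned to -0.882 ranked by log2 change, -1.183 by signal-to-noise, -1.105 under library totals, -1.10 with the block, and -1.18 and -1.114 without pBabe_MCM5 replicates 1 and 3. It did not pass by camera (adjusted p 0.677) or without R273H_MCM5 replicate 1 or 3 (1.223 in both, adjusted p 0.112 and 0.115). Without R273H_MCM5 replicate 2 it was 1.666 (adjusted p 6e-04), the highest value, and its adjusted p ran from 6e-04 to 0.896. So the upward turn of the alpha set among these fits came with leaving out that library, and for the other changes the cause was not tested.

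MCM5 kept its direction with DESeq2 size factors, library totals, the Wald test, the block and each library left out. In R273H_MCM5 against R273H_PLVX it passed the threshold with the Wald test (-4.47) and without R273H_MCM5 replicate 2 (-4.14), and ran from -4.72 to -4.14 without 1 library. In R273H_MCM5 against pBabe_MCM5 it did not pass with the block (-2.59, adjusted p 0.101) or without any 1 of the pBabe_MCM5 libraries (adjusted p 0.112 to 0.142), and ran from -2.71 to -2.14 without 1 library. Its adjusted p there ran from 5.72e-08 to 0.142 over these alternatives. Apart from replicate 2, the cause was not tested.

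Other named genes were fitted again with DESeq2 size factors, library totals, the Wald test and the block, the 13 chosen genes in the first 2 comparisons and the interferon-induced genes in all but R273H_MCM5 against pBabe_MCM5. Among these, genes turned only where their change was small. Library totals turned TBK1 to -0.15 and IRF3 to -0.18 in the first comparison and IRF3 to -0.0507, RELA to -0.0368 and NFKB2 to -0.0113 in the second. In the second, DESeq2 size factors and the Wald test gave 0.0026 for MB21D1 and 0.00135 for TMEM173, and the block gave 0.0018 for TMEM173. Among the other named genes 15 more values did not keep a call and 5 gained one outside the fits without 1 library, and 274 kept direction and side.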

Other observations

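The tests of library complexity, of GC content in the same library and of shuffled gene positions were chosen after the results they bear on had been seen, and the other tests here were written first.

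Other splits of the libraries were counted for each comparison of 2 groups. Only splits that part all 3 same-numbered pairs were compared with the real one, which leaves 4, too few for a share under 0.05. The real split alone gave as many genes in R273H_PLVX against pBabe_PLVX (1 of 4), in pBabe_MCM5 against pBabe_PLVX (1 of 4) and in R273H_MCM5 against pBabe_MCM5 (1 of 4), and the others gave 0. In R273H_MCM5 against R273H_PLVX all gave 0 genes, so 4 of 4 were as large, beside 406 genes at an unadjusted p under 0.05. The other 6 splits keep 2 same-numbered pairs unparted, and the largest of them gave 1, 349, 0 and 0 genes, in the order in which the report gives the comparisons.

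R273H_MCM5 replicate 2 stood apart from the other libraries. At the smallest library total 15914 genes would be expected from it, against 20681 to 22991 in the other 11, which is what a library of low complexity would show. Its log ratio to the other libraries of its group had a Spearman rho of -0.851 with GC content across genes, against at most 0.577 in size in the others. Its rho with transcript length was 0.242, and the others reached 0.637. Without mitochondrial genes its mean correlation with its group was still 0.92, against 0.985 to 0.988 elsewhere. It held 1 gene with over 100 reads that had at most 3 in each other library, and another library held 2, so RNA of other cells left no trace by this measure. On 266 genes that part the groups it lay 2.39 times as far from the nearer pBabe group as from the nearer R273H group. Low complexity with a bias against GC-rich genes remains a candidate explanation, and which step caused it cannot be told from counts.

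The lower chromosome 14 was weighed against chance, sequence and copy number. In 1000 shuffles of gene positions, 0 gave any chromosome a median as far from 0, and the largest was 0.172. With GC content and length regressed out, which took 6.23% of the variance of the log2 changes, the median went from -0.427 to -0.406. The largest shift of any chromosome median by this regression was -0.0886, on chromosome 19. In R273H_MCM5 against pBabe_MCM5 without replicate 2, which shares no library with the first comparison, it was -0.376. All 6 R273H libraries were lower than all 6 pBabe libraries, from -0.45 to -0.155 against -0.04 to 0.03, the highest R273H value being that of R273H_MCM5 replicate 2. Across 23 chromosomes the medians of the 2 comparisons had a Spearman rho of 0.767 (permutation p 4e-05) and a Pearson r of 0.876, and a rho of 0.694 without chromosomes 14 and 15. Between MCM5 and PLVX libraries no chromosome median exceeded 0.125 in size in pBabe cells, or 0.052 in R273H cells without R273H_MCM5 replicate 2. The hypothesis is that R273H and pBabe cells differ in copy number of chromosome 14 and parts of others, so that some of the 7384 changed genes may follow the history of the pools and not p53 alone. If each vector has 1 pool, the data do not part the 2.

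The loss of KRT5 and KRT13 in R273H cells led to a pair of marker lists, written without genes already seen. The epithelial list (35 genes tested) fell in R273H_PLVX against pBabe_PLVX, with an NES of -1.81 (adjusted p 0.00483 over 8 tests), although 15 of its genes changed lower and 8 higher and its median was -0.05. With GC content and length regressed out it was -1.82 (adjusted p 0.00369). In R273H_MCM5 against pBabe_MCM5 it was -2.36 (adjusted p 0.000654). It rose in pBabe_MCM5 against pBabe_PLVX (NES 2.24, adjusted p 0.000654) and fell in R273H_MCM5 against R273H_PLVX as labelled (-1.74, adjusted p 0.011). The mesenchymal list did not rise, with an NES of -1.31 (adjusted p 0.151) in R273H_PLVX against pBabe_PLVX and -1.77 (adjusted p 0.0104) in R273H_MCM5 against pBabe_MCM5. It was 1.14 (adjusted p 0.292) in pBabe_MCM5 against pBabe_PLVX and -2.50 (adjusted p 0.000654) in R273H_MCM5 against R273H_PLVX. All these values of R273H_MCM5 include the low-complexity replicate 2. Without it the epithelial and mesenchymal lists had NES of -2.15 and -1.67 against pBabe_MCM5. Against R273H_PLVX only values with that library are given. Lower expression of squamous genes without a mesenchymal gain may describe the R273H pools, as a hypothesis from these lists.

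A list of 25 p53 targets, for which no comparison was planned, had a score of 4.67 ± 0.0158 (mean log2 CPM, SD, n = 3) in R273H_PLVX and 4.41 ± 0.104 in pBabe_PLVX (exact permutation p 0.1, the smallest possible). It was 4.278 ± 0.747 in R273H_MCM5 and 4.555 ± 0.046 in pBabe_MCM5 (exact permutation p 1), with R273H_MCM5 replicate 2 at 3.4154 and the other 2 at 4.6951 and 4.7241.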
